# Administration of Glutaredoxin-1 Attenuates Liver Fibrosis Caused by Aging and Non-Alcoholic Steatohepatitis

**DOI:** 10.3390/antiox11050867

**Published:** 2022-04-28

**Authors:** Yuko Tsukahara, Beatriz Ferran, Erika T. Minetti, Brian S. H. Chong, Adam C. Gower, Markus M. Bachschmid, Reiko Matsui

**Keywords:** liver fibrosis, aging, non-alcoholic steatohepatitis, glutaredoxin-1, immune cells

## Abstract

Liver fibrosis is a sign of non-alcoholic fatty liver disease progression towards steatohepatitis (NASH) and cirrhosis and is accelerated by aging. Glutaredoxin-1 (Glrx) controls redox signaling by reversing protein *S*-glutathionylation, induced by oxidative stress, and its deletion causes fatty liver in mice. Although Glrx regulates various pathways, including metabolism and apoptosis, the impact of Glrx on liver fibrosis has not been studied. Therefore, we evaluated the role of Glrx in liver fibrosis induced by aging or by a high-fat, high-fructose diet. We found that: (1) upregulation of Glrx expression level inhibits age-induced hepatic apoptosis and liver fibrosis. In vitro studies indicate that Glrx regulates Fas-induced apoptosis in hepatocytes; (2) diet-induced NASH leads to reduced expression of Glrx and higher levels of S-glutathionylated proteins in the liver. In the NASH model, hepatocyte-specific adeno-associated virus-mediated Glrx overexpression (AAV-Hep-Glrx) suppresses fibrosis and apoptosis and improves liver function; (3) AAV-Hep-Glrx significantly inhibits transcription of Zbtb16 and negatively regulates immune pathways in the NASH liver. In conclusion, the upregulation of Glrx is a potential therapeutic for the reversal of NASH progression by attenuating inflammatory and fibrotic processes.

## 1. Introduction

Liver fibrosis is a sign of non-alcoholic fatty liver disease (NAFLD) progression towards steatohepatitis and cirrhosis. The higher level of fibrosis in non-alcoholic steatohepatitis (NASH) is associated with a higher risk of developing liver cirrhosis, hepatocellular carcinoma [1,2], and cardiovascular disease [3,4]. Therefore, critical endpoints of NAFLD clinical trials include halting and reversing the progression of hepatic fibrosis [5]. However, there are no FDA-approved treatments for NAFLD or NASH; primary treatment is limited to lifestyle modifications and liver transplantation for advanced cases [5]. Oxidants and lipotoxicity contribute to NAFLD severity and progression to NASH [6,7,8,9,10]. The antioxidant vitamin E shows positive effects in resolving NASH in clinical trials [7,11,12,13], but recent guidelines limit vitamin E as a short-term treatment for adults with biopsy-proven NASH [14].

Aging is also a risk factor for fibrosis progression in chronic liver diseases [15]. Older patients with non-alcoholic fatty liver disease (NAFLD) are more prone to develop non-alcoholic steatohepatitis (NASH) with fibrosis and inflammation than young patients [16,17]. In the context of a high-fat diet, aging also augments fibrosis, rather than steatosis, in the mouse liver [18,19]. In addition, aged mice show exacerbated liver fibrosis induced by carbon tetrachloride in association with an impaired resolution of the extracellular matrix [20,21].

We previously showed that mice with deletion of the glutaredoxin-1 (Glrx) gene develop NAFLD with regular chow and are more susceptible to diet-induced inflammation [22]. Glrx, or thioltransferase, reverses oxidative thiol modification of protein with glutathione (*S*-glutathionylation). Glrx is often categorized as an antioxidant, but its deletion does not necessarily increase sensitivity to oxidative stress [23,24]. Glrx regulates various biological functions, including activation of SirT1 [22,25] and prevention of apoptosis [26]. In addition, upregulation of Glrx attenuates experimental lung fibrosis [27]. However, the effect of Glrx on liver fibrosis and NASH progression is not known.

In this study, we examine the extent to which Glrx can control age-induced liver fibrosis. We found that biological aging *per se* induced mild fibrosis and increased glutathionylated protein levels in the liver of mice fed a regular chow diet. As a proof of concept, we administrated hepatocyte-specific adeno-associated virus (AAV-Hep)-mediated Glrx and showed decreased apoptosis and collagen accumulation in the liver of aged mice. Furthermore, we tested the effects of AAV-Hep-Glrx on high-fat, high-fructose diet-induced NASH in mice and demonstrated that AAV-Hep-Glrx attenuated diet-induced fibrosis and improved hepatic function. Gene expression profiling of the liver indicated that AAV-Hep-Glrx suppressed leukocyte-related inflammatory pathways. In particular, the expression of Zbtb16 (zinc finger and BTB domain-containing 16) was significantly decreased by Glrx administration, suggesting that Zbtb16 may be a key downstream effector controlling liver fibrosis. Interestingly, the diet change to regular chow indicates that AAV-Hep-Glrx has an anti-fibrotic effect independent of steatosis.

In summary, hepatocyte-targeted upregulation of Glrx inhibits liver fibrosis in chow-fed aged mice and in diet-induced NASH, and AAV-Hep-Glrx is a potential therapeutic for the reversal of NASH progression by attenuating inflammatory and fibrotic processes.

## 2. Materials and Methods

### 2.1. Reagents

The following antibodies were purchased; anti-glutaredoxin-1 (Glrx) (Cayman Chemicals, Ann Arbor, MI, USA), anti-cleaved caspase 3 (Cell Signaling Technology, Danvers, MA, USA), anti-α-smooth muscle actin (αSMA) (Abcam, Cambridge, UK), anti-glutathione (Pr-SSG) (Virogen, Watertown, MA, USA), anti-4-hydroxynonenal (HNE) (Abcam), anti-goat IgG-HRP (Santa Cruz, Dallas, TX, USA), anti-rabbit IgG-HRP, and anti-mouse IgG-HRP (Kindle Biosciences, Greenwich, CT, USA). All cell culture reagents were purchased from Gibco (Waltham, MA, USA), Lonza (Portsmouth, NH, USA), and Atlanta Biologicals (Flowery Branch, GA, USA). Chemicals for liver perfusion and AAV production were purchased from Sigma (St. Louis, MO, USA) and Fisher Scientific (Waltham, MA, USA) unless specified otherwise.

### 2.2. Mice

Glrx KO mice were originally generated by Dr. Y.S. Ho (Wayne State University, Detroit, MI, USA) [23], backcrossed to C57BL/6NJ background at Janssen-Heininger’s laboratory at the University of Vermont and imported to Boston University. We further backcrossed the mice (>10 generations) onto C57BL/6J. Male Glrx KO mice and wild-type (WT) littermates were used in the study. Glrx transgenic (TG) mice were generated with human Glrx (hGlrx) transgene driven by the human β-actin promoter at the laboratory of Y.S. Ho (Wayne State University, Detroit, MI, USA) [28]. Heterozygous Glrx TG mice and WT littermates (males and females, 19–22 months old) were used in this study. For the diet-induced NASH model, we fed 10-week-old mice a high-fat high-fructose diet containing 40 Kcal% fat (palm oil), 20 Kcal% fructose, and 2% cholesterol (Opensource diet D09100310, Research Diets) for 32 weeks. The C57BL/6J mice fed this diet developed a NASH phenotype, including steatosis, lobular inflammation, hepatocyte ballooning, and fibrosis. NAFLD activity score (NAS) was reported as about 5–7 [29,30]. A cohort of mice switched from this diet (named as NASH diet) after 28 weeks to a regular chow (4.5 Kcal% fat) for 4 more weeks. Mice were maintained in the Animal Science Center at Boston University Medical Campus, and animal study protocols were approved by the Institutional Animal Care and Use Committee at Boston University (Protocol No. 201800225).

### 2.3. Collagen Staining, Hematoxylin and Eosin (H&E) Staining

Liver samples were fixed in 10% formalin overnight and replaced into 10% and 20% sucrose before embedding in OCT compound. Frozen OCT-embedded samples were cut to 10 µm sections with a Leica cryostat. The specimens on a slide were washed in PBS for 10 min and incubated in Picro Sirius Red solution (Sirius Red F3B in a saturated solution of picric acid) (Poly Scientific R&D Co., Bay Shore, NY, USA) for 1 h. After dehydration by sequential ethanol and xylene immersions, a cover glass was placed using Permount (Fisher, Waltham, MA, USA) mounting medium. Images were taken by Olympus microscope using a polarized filter (U-POT polarizer, Olympus, Tokyo, Japan). Collagen type I signal appears bright orange in the dark background under polarized light. For quantification of the collagen area, we measured 6–7 images of each liver section. The images were split into 3 colors (red, green, and blue) with ImageJ. Red signals were converted to black and white images. The collagen area (%) was quantified by the percent of the white area in the entire field by ImageJ. Each dot in the graph indicates the average of 6–7 images from one mouse. H&E staining of formalin-fixed Chow/NASH-diet liver was conducted with H&E staining kit (Newcomer Supply, Middleton, WI, USA) following the protocol provided by the manufacturer.

### 2.4. Gene Expression

Tissue samples were powdered in liquid nitrogen. RNA was isolated from tissue powders or cells using TRIzol reagent (Invitrogen, Waltham, MA, USA) following the manufacturer’s protocol. Reverse transcription was performed with RNA to generate cDNA using iScript cDNA synthesis kit (BioRad, Hercules, CA, USA). Quantitative PCR was performed with TaqMan assays (Applied Biosystems, Waltham, MA, USA) or validated SYBR Green assays (BioRad) using a CFX Real-Time System (BioRad). The following TaqMan primers were used: human GLRX (Hs00829752_g1) (for detecting the human GLRX gene in Glrx Tg mice), Acta2 (Mm01546133_m1), Tnf (Mm00443258_m1), and 18S (Mm03928990_g1). Primers for SYBR Green assays are listed in Table 1.

### 2.5. Isolation of Hepatocytes and Primary Culture

Preparation of the solution for hepatocyte isolation was performed according to Mederacke et al. [31]. Mice were anesthetized with isoflurane, and the portal vein was exposed through an abdominal incision and cannulated to perfuse the liver. The inferior vena cava was severed to exsanguinate. Sequential perfusion with EGTA, pronase (Sigma, St. Louis, MO, USA), and collagenase type D (Sigma) solution was performed using a peristaltic pump. The excised liver was minced in DMEM and filtered through a 70-μm cell strainer. The suspension was centrifuged at low speed (6 RCF, 10 min, at 25 °C) to collect hepatocytes. Hepatocytes were seeded on 0.1% gelatin-coated plates in DMEM with 10% FBS and 1% antibiotic and antimycotic solution.

### 2.6. Western Blot

Tissue powder or cultured cells were homogenized in lysis buffer containing 50 mM Tris pH 7.4, 150 mM NaCl, 5 mM EDTA, 1% NP-40, and Protease Inhibitor Cocktail (Halt). After centrifugation (16,800 RCF, 15 min, 4 °C), the supernatant was mixed with LDS sample buffer (Invitrogen); 2-mercaptoethanol was added to 2.5% final concentration (except for the detection of *S*-glutathionylated protein (Pr-SSG), which requires non-reducing conditions). In addition, 10 mM N-ethylmaleimide (NEM) was added to alkylate free protein thiol to detect Pr-SSG. Samples were loaded on a NuPAGE 4–12% Bis-Tris gel (Invitrogen) using NuPAGE MES SDS running buffer (Invitrogen) and transferred to a PVDF membrane (Thermo Fisher Scientific, Waltham, MA, USA) using a Trans-Blot^TM^ Turbo Transfer System (Bio-Rad). The membrane was blocked with 3% non-fat dry milk in TBS-T for 1 h (for Pr-SSG detection, 3% BSA with 25 mM NEM was used) and incubated with primary antibodies overnight at 4 °C in 3% BSA. After washing with TBS-T, membranes were incubated for 1 h with the corresponding HRP-conjugated antibodies: anti-goat IgG-HRP (1:5000), Digital anti-rabbit IgG-HRP (1:3000), or Digital anti-mouse IgG-HRP (1:3000). The chemiluminescent signal was detected using the Hi/Lo Digital-ECL^TM^ Western Blot Detection Kit and the KwikQuant Imager. The signals were quantified by ImageJ software and normalized by Ponceau S staining intensity.

### 2.7. Adeno-Associated Viruses (AAV) Production and In Vivo Injection

The AAV plasmid for hepatocyte-specific overexpression pAAV.TBG.PI.Null.bGH [32] was purchased from Addgene (#105536). Mouse Glrx with a HA/FLAG sequence and a woodchuck hepatitis virus post-transcriptional regulatory element (WPRE) were inserted after the promoter of Serpina7 (thyroxine-binding globulin, TBG), resulting in a pAAV-TBG-Glrx plasmid. AAV production and purification methods were described in detail in our publication [33]. Briefly, pAAV-TBG-Glrx or pAAV-TBG-Cont (empty plasmid) was co-transfected with pAAV-DJ Rep-Cap plasmid (VPK-420-DJ, Cell Biolabs, San Diego, CA, USA) and pHelper (Accession #: AF369965, Stratagene, San Diego, CA, USA) in HEK293T cells. AAVs were collected 6 days later from cells and medium by precipitation with polyethylene glycol (PEG) 8000. Precipitated AAV was purified by chloroform extraction and further purified by discontinuous iodixanol gradient ultracentrifugation for in vivo study. The virus titer was measured by qPCR with primer against the WPRE (Forward: 5′-GGCTGTTGGGCACTGACAAT-3′; Reverse: 5′-CCGAAGGGACGTAGCAGAAG-3′). AAV-Cont or AAV-Glrx (1 × 10^12^ vg) was administrated per mouse by intraperitoneal injection. The promoter of TBG induces a hepatocyte-specific gene expression [32,34]. Thus, we termed the final product AAV encoding TBG promoter-driven-Glrx, as AAV-Hep-Glrx.

### 2.8. Liver and Serum Biochemical Measurements

Hepatic triglyceride and cholesterol levels were measured by the Infinity triglycerides and total cholesterol reagent kit (Thermo Fisher). Serum alanine aminotransferase (ALT) level and aspartate aminotransferase (AST) level were measured by Catalyst Dx Chemistry Analyzer (IDEXX) in the Boston University Analytical Instrumentation Core.

### 2.9. Microarray

We examined the transcriptome of the livers of mice NASH model after AAV-Glrx or AAV-control injection by Affymetrix Mouse Gene 2.0 ST GeneChip microarray (Thermo Fisher) at the Microarray and Sequencing Resource at Boston University School of Medicine. RNA was isolated from mouse liver (*n* = 5 or 6 each), pooled into 3 samples per group. The samples were analyzed after confirming the quality of the RNA by 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Raw CEL files were normalized to produce gene-level expression values with the Robust Multiarray Average (RMA) [35] using the affy Bioconductor R package (version 1.62.0, bioconductor.org) and Entrez Gene-specific R packages from the Molecular and Behavioral Neuroscience Institute (Brainarray) at the University of Michigan (version 24.0.0, brainarray.mbni.med.umich.edu) [36]. Differential expression was assessed using the moderated (empirical Bayesian) *t*-test implemented in the limma Bioconductor R package (version 3.39.19, bioconductor.org) (i.e., creating simple linear models with lmFit, followed by empirical Bayesian adjustment with eBayes). Correction for multiple hypothesis testing was accomplished using the Benjamini–Hochberg false discovery rate (FDR). Human homologs of mouse genes were identified using the NCBI HomoloGene resource (version 68, ftp.ncbi.nih.gov/pub/HomoloGene). All microarray analyses were performed using the R environment for statistical computing (version 3.6.0, www.r-project.org). Gene Set Enrichment Analysis (GSEA) (version 2.2.1, Broad Institute, www.gsea-msigdb.org) [37] was used to identify biological terms, pathways, and processes that were coordinately up- or down-regulated with respect to AAV-Hep-Glrx administration relative to AAV-Hep-control. The Entrez Gene identifiers of the human homologs of the genes interrogated by the array were ranked according to the moderated *t* statistic, and any mouse genes with multiple human homologs (or vice versa) were removed prior to ranking thus that the ranked list represents only those human genes that match exactly one mouse gene. This ranked list was then used to perform pre-ranked GSEA analyses (default parameters with random seed 1234) using the Entrez Gene versions of the H (Hallmark), C2 CP (Biocarta, KEGG, PID, Reactome, WikiPathways), C3 (transcription factor and microRNA motif), and C5 (Gene Ontology, GO) gene sets obtained from the Molecular Signatures Database (MSigDB), (version 7.4. Broad Institute, www.gsea-msigdb.org).

### 2.10. Statistical Analysis

For standard statistical analysis, we used GraphPad Prism 9.0.

Student’s unpaired *t*-test was used for normally distributed data. For the analysis of more than two groups, one-way or two-way ANOVA was used, followed by Bonferroni post-hoc tests. *p* < 0.05 values were considered significant.

## 3. Results

### 3.1. Glrx Reduces Age-Induced Fibrosis in the Liver

To examine the extent to which biological aging increases fibrosis, we measured collagen deposition by Picro Sirius Red staining in the livers of 4, 12, and 18-month-old male and female C57BL/6J mice (National Institute of Aging depository). The quantitative assessment of collagen-stained areas indicated an increase in collagen deposition in the livers of 12- and 18-month-old mice compared to 4-month-old mice (Figure 1A,B). In addition, the expression of fibrotic markers (Col1α1, αSMA/Acta2, Tgfb1) and Tnf were increased in the livers of 18-month-old mice (Figure 1C), suggesting that fibrotic processes and inflammation were promoted without exogenous stimulus in the aged liver. Total S-glutathionylated protein (Pr-SSG) was also measured in the liver by Western blot. In both male and female mice, the total Pr-SSG level was increased by aging, which is indicative of enhanced oxidative stress in aged liver (Figure 1D,E). Increased oxidants may cause hepatocyte damage and liver inflammation, leading to collagen accumulation in the aged liver. Furthermore, we examined liver fibrosis in aged hGlrx transgenic (TG) mice that constitutively express human Glrx under the β-actin promotor [28]. In Glrx TG mice, Picro Sirius Red staining was decreased compared to age-matched WT mice (19–22 months old, *n* = 7 each, *p* < 0.05) (Figure 1F,G). In addition, quantitative PCR showed a significantly lower expression of the fibrotic marker Acta2 in the liver of mice expressing hGlrx (Figure 1H). Our data indicate that an increase in Glrx levels attenuates age-induced fibrosis in the liver.

### 3.2. Modulation of Glrx Levels Controls Fibrosis and Apoptosis in the Aged Liver

To further examine the role of endogenous Glrx in age-induced collagen accumulation in the liver, we analyzed middle-aged Glrx-deficient mice. Since Glrx knockout male mice spontaneously develop fatty liver with regular chow [22], we anticipated that lipid accumulation would cause damage to hepatocytes in the liver of Glrx knockout animals. Therefore, we examined markers of fibrosis and apoptosis in the liver of middle-aged (9- to 11-month-old) WT, Glrx^+/−^ (Het), and Glrx^−/−^ (KO) male mice. Protein levels of αSMA (Acta2) were increased in a dose-dependent manner by Glrx deficiency with a trend of increased cleaved caspase-3 (Figure 2A,B). In addition, the transcription of Tnf was also significantly higher in Glrx KO liver (Figure 2C), suggesting that Glrx has anti-inflammatory effects.

We hypothesized that higher levels of Glrx in hepatocytes could prevent apoptosis, resulting in reduced activation of stellate cells and fibrosis. To test this hypothesis, we injected AAVs carrying a hepatocyte-specific Glrx overexpression construct (AAV-Hep-Glrx) into aged (18- to 19-month-old males and females) WT mice to evaluate whether Glrx overexpression in hepatocytes protects against apoptosis and fibrosis in the aged liver. Three months after AAV administration, we confirmed that AAV-Hep-Glrx injection-induced expression of HA/FLAG-tagged Glrx and attenuated expression of cleaved caspase-3 in the liver (Figure 2D,E). In addition, mice treated with AAV-Hep-Glrx showed significantly less collagen deposition (Figure 2F). Taken together, the data demonstrated that AAV-mediated Glrx upregulation in hepatocytes can suppress mild fibrotic processes in the aged liver.

### 3.3. Modulation of Glrx Levels Controls Apoptosis in Hepatocytes in Vitro

To directly evaluate the anti-apoptotic role of Glrx in hepatocytes, we used primary hepatocytes treated with an agonistic antibody to FAS receptor (anti-CD95). Anti-CD95 antibody induces apoptosis through the activation of FAS signaling pathway. To see the effect of Glrx overexpression in hepatocytes, we injected AAV-Hep-Glrx or AAV-Hep-control vectors into WT mice, and isolated primary hepatocytes at 2 months post-injection. Then, we induced apoptosis in cultured cells by stimulation with an anti-CD95 (1 µg/mL, 24 h). CD95-induced expression of cleaved caspase-3 was attenuated in Glrx-overexpressing hepatocytes compared with the control AAV vector (Figure 3A). Conversely, when we induced apoptosis in primary hepatocytes obtained from 9-month-old WT and Glrx KO mice fed regular chow, the expression of cleaved caspases-3 was elevated in Glrx KO mice compared to WT mice (Figure 3B). Taken together with the data obtained in vivo, these in vitro experiments indicate that Glrx may suppress age-induced liver fibrosis by inhibiting apoptosis in hepatocytes.

### 3.4. Overexpression of Glrx Attenuates Liver Fibrosis in Diet-Induced NASH

We then examined the effect of Glrx overexpression on liver fibrosis in a diet-induced NASH model. Wild-type male mice (10-week-old) that are fed a high-fat high fructose diet (NASH diet) become obese and develop fatty liver with fibrosis and higher serum levels of AST and ALT at 15–16 weeks (about four months) (Figure 4A, Figure S1). H&E staining shows the ballooning of hepatocytes in the liver of NASH diet fed mice (Figure 4B). The transcription of fibrotic and inflammatory markers is elevated in the livers of animals fed a NASH diet compared to those fed regular chow (Figure 4C), as is collagen deposition (Figure 4D). Interestingly, Glrx protein levels are decreased in the livers of animals fed a NASH diet, with a concomitant increase in Pr-SSG levels (Figure 4E,F).

To determine whether increased expression of Glrx could attenuate these effects, we injected AAV-Hep-Glrx or AAV-Hep-control vectors after 20 weeks of the NASH diet, when fibrosis had already appeared and continued the diet for another 12 weeks (Figure 5A). AAV-Hep-Glrx administration significantly decreased collagen accumulation in the liver and the serum levels of AST and ALT compared to AAV-Hep-control injection (Figure 5B–D). A lipid peroxidation marker, 4-hydroxynonenal (HNE) (Figure 5E,F), and cleaved caspase-3 expression (Figure 5G,H) were also decreased in the liver of AAV-Hep-Glrx-treated animals, indicating that hepatocyte damage is attenuated by Glrx overexpression. The cholesterol and triglyceride levels in the liver were not significantly lowered by AAV-Hep-Glrx (Figure S2). Therefore, although the administration of AAV-Hep-Glrx does not alter steatosis, this treatment can reduce NASH diet-induced hepatic apoptosis and fibrosis and improve liver function.

### 3.5. AAV-Glrx Provides Anti-Fibrotic Benefits to Dietary Modification in NASH

Clinically, dietary therapy to reduce fat and calorie intake is a primary intervention for NAFLD/NASH. To model this dietary modification, we changed the NASH diet to regular chow for a month for a cohort of mice and found that the liver size and bodyweight of these animals returned close to those of animals fed only regular chow (Figure S3A–C). Furthermore, to examine whether Glrx has a complemental anti-fibrotic effect whereby dietary changes improve obesity and fatty liver, we injected AAVs at 20 weeks and then changed diet at 28 weeks (Figure 6A). In these animals, the bodyweight of both AAV-Hep-control and AAV-Hep-Glrx groups dropped similarly after changing the diet (Figure 6B). However, AAV-Hep-Glrx treatment further reduced liver size (Figure 6C) and also decreased collagen accumulation and the transcription of collagen genes (Col1a1, Col3a1) in the liver compared to AAV-Hep-control (Figure 6D,E). Our data, therefore, indicate that increased Glrx expression leads to an anti-fibrotic effect in the liver complementarily to diet therapy.

### 3.6. AAV-Glrx Downregulates Immune-Related Pathways in NASH Liver

We have demonstrated that Glrx prevents apoptosis in hepatocytes, which prevents stellate cell activation and fibrosis in the liver. Furthermore, hepatocyte-specific overexpression of Glrx shows a similar anti-fibrotic effect in animals fed a NASH diet. To elucidate the target genes and pathways by which hepatic Glrx may mediate this effect, we used whole-genome gene expression microarrays to profile livers from animals on a NASH diet transfected with AAV-Hep-control AAV-Hep-Glrx vectors using samples from Figure 5. 

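The arrays profiled whole liver, in which hepatocytes are mixed with immune, endothelial and stellate cells. The paper describes the mice of its NASH diet model as wild-type males. The mice were fed the NASH diet, which holds 40% of its energy as fat from palm oil, 20% as fructose, and 2% cholesterol, from 10 weeks of age for 32 weeks. AAV-Hep-Glrx, an adeno-associated virus that expresses mouse Glrx from the hepatocyte-specific promoter of Serpina7, or AAV-Hep-control with an empty cassette was injected at week 20 at 1e+12 vector genomes per mouse, 12 weeks before the livers were taken. RNA from 5 or 6 mice per group was pooled into 3 samples per group, and each pool was hybridized to an Affymetrix Mouse Gene ST array. The replicates are therefore pools, numbered AAV-Hep-control 1 to 3 and AAV-Hep-Glrx 1 to 3. How the mice were divided among them is not given in the sources used here, and a pool may hold a single mouse. The spread between pools of several mice is smaller than the spread between single mice would be. The authors normalized the arrays with the Robust Multiarray Average, which subtracts background, brings all arrays to the same distribution of probe intensities and summarizes the probes of each Entrez gene as 1 log2 value. The values were used as deposited, with no filter on dim genes.

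The values cover 27381 genes on 6 arrays, of which 26794 carry a gene symbol (from the platform annotation, checked against the RefSeq table of assembly GRCm38.p6) and 587 are unnamed here. The median log2 value was 3.928, 3.949 and 3.935 in AAV-Hep-control 1, 2 and 3 and 3.934, 3.893 and 3.935 in AAV-Hep-Glrx 1, 2 and 3, and Pearson's r across genes between any 2 arrays was 0.987 to 0.991. AAV-Hep-Glrx was compared with AAV-Hep-control by a linear model with empirical Bayes moderation in limma, as in the methods, with Benjamini-Hochberg adjustment over all genes. A gene passed at an adjusted p under 0.1, since the paper calls q = 0.09 significant and states no threshold for single genes. With 3 pools against 3, the smallest exact permutation p (two-sided) is 0.1, so single genes are judged by limma's test, and the number of arrays limits the precision. Hybridization dates are not given in the sources used here, so batches of arrays were not tested.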

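Zbtb16 fell in the livers of AAV-Hep-Glrx-treated mice. The gene encodes the zinc finger transcription factor PLZF, which natural killer T cells and innate lymphoid cell precursors need for their development. Its log2 expression was 7.12 ± 0.26 (SD, n = 3 pools) in AAV-Hep-control and 5.00 ± 0.30 (SD, n = 3 pools) in AAV-Hep-Glrx. The inflammatory genes Tnf, Ccl2 and Il6ra had lower means in AAV-Hep-Glrx but did not pass the test. Glrx, the gene that the vector carries, was higher in every AAV-Hep-Glrx pool (6.60, 7.77 and 7.24) than in every AAV-Hep-control pool (6.11, 6.03 and 5.66).

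Zbtb16 had a log2 fold change of -2.12 (standard error 0.18), which is 4.35-fold lower (limma, adjusted p = 0.0896). It was the only gene of 27381 at an adjusted p under 0.1, and the next smallest adjusted p was 0.847. The 3 AAV-Hep-Glrx pools, at 4.82, 5.35 and 4.83, all lay below the AAV-Hep-control pools, at 6.84, 7.21 and 7.33. Glrx had a log2 fold change of 1.27 (standard error 0.27), or 2.41-fold higher (limma, adjusted p = 0.847). A single summary value per gene does not separate the mRNA of the vector from that of the mouse's own Glrx. Tnf, a central inflammatory cytokine, had a log2 fold change of -0.17 (standard error 0.09), or 1.13-fold lower (limma, adjusted p = 0.866). Ccl2, the chemokine that draws monocytes, was 1.17-fold lower in the mean at a log2 fold change of -0.23 (standard error 0.22; limma, adjusted p = 0.917). Its value in AAV-Hep-control 2, 4.29, was lower than in every AAV-Hep-Glrx pool, and its log2 fold change was -0.46 without that pool and -0.03 without AAV-Hep-control 1. Il6ra, which encodes the alpha chain of the interleukin-6 receptor, was 1.27-fold lower at a log2 fold change of -0.34 (standard error 0.16; limma, adjusted p = 0.858).

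Among the named genes whose 3 pools per group did not overlap, the 10 lower ones with the smallest p were Zbtb16 and 9 genes with log2 fold changes from -1.08 to -0.45, none past the adjusted threshold. Ccl5, a chemokine that attracts T cells and natural killer cells, was at -0.56 (standard error 0.11), and Herpud1, a gene of endoplasmic reticulum stress, at -0.46 (standard error 0.09). Trgj2, a joining segment of the T cell receptor gamma locus, was at -1.05, and Btnl6, of the butyrophilin-like family, at -0.82. Hspa1b, an inducible heat shock protein 70 gene, was at -0.84, and its probes may also bind the near-identical Hspa1a. The others were Tcp10a at -1.08, Snrpd1, of the spliceosome core, at -0.49, and Lmo1 and Mtmr11, each at -0.45. The 10 higher genes with the smallest p had log2 fold changes from 0.43 to 2.47, again none past the adjusted threshold. The largest was Serpina4-ps1, a transcribed pseudogene of the serpin family, at 2.47 (standard error 0.44). Slc22a30, an organic anion transporter gene, was at 0.85, Nmrk1, which phosphorylates nicotinamide riboside, at 0.75, Ncoa4, the receptor for ferritin degradation, at 0.53, and Tcf21, a stellate cell transcription factor, at 0.48. Obox3 (1.02), Vmn1r59 (0.52) and Ttc30b (0.50) were higher at control levels of 2.05, 1.15 and 2.56, below the median of all genes. Tmem9 (0.43) and Trav6-4 (0.44) completed the 10. Ncoa4, Tmem9 and Trav6-4 also had control means (3.18, 3.72 and 2.82) below the median of all genes, which was 3.929. So did the lower genes Trgj2, Tcp10a, Btnl6 and Lmo1 (3.54, 3.20, 3.11 and 2.52).

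At an unadjusted p under 0.05, 824 genes were lower and 755 higher, 5.77% of all genes where chance gives 5%. The groups did not overlap in 2981 genes (10.9%, where chance gives 10%), and 14 genes were lower and 13 higher by more than 2-fold. The call of Zbtb16 was lost when AAV-Hep-control 2, AAV-Hep-control 3, AAV-Hep-Glrx 1 or AAV-Hep-Glrx 3 was left out (limma, adjusted p = 0.842, 0.251, 0.369 and 0.355) and when the arrays were quantile-normalized again (0.108), with an adjusted p between 0.0279 and 0.842 over 13 alternatives and a log2 fold change between -2.30 and -2.02.

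**Figure D1:**
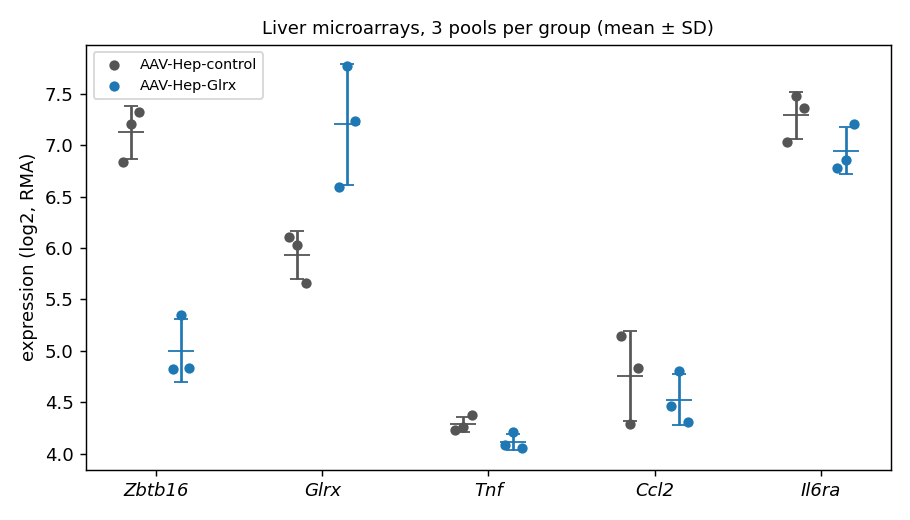
Log2 expression of Zbtb16, Glrx, Tnf, Ccl2 and Il6ra on the liver arrays, with 1 point per pool (3 AAV-Hep-control, grey, and 3 AAV-Hep-Glrx, blue), the mean as a horizontal mark and the SD as error bars. The pools of the groups are apart for Zbtb16, Glrx and Tnf and overlap for Ccl2 and Il6ra.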

Microarrays showed that only one gene, Zbtb16, was significantly regulated by AAV-Hep-Glrx after correction for multiple hypothesis testing (4.3-fold decrease in AAV-Glrx, *p* = 3.3 × 10^−6^, FDR *q* = 0.09), although the expression of several inflammatory markers also trended downward in AAV-Hep-Glrx-treated animals (Tnf: 1.1-fold, *p* = 0.093; Ccl2: 1.2-fold, *p* = 0.33; Il6ra: 1.3-fold, *p* = 0.060) (Table S1). Quantitative PCR confirmed that the expression of these genes was significantly reduced in AAV-Hep-Glrx treated liver (Figure 7A). We then used Gene Set Enrichment Analysis (GSEA) to identify pathways that were coordinately regulated in response to AAV-Hep-Glrx administration. This analysis showed that 226 gene sets were significantly coordinately downregulated (FDR *q* < 0.25) by AAV-Hep-Glrx compared to AAV-Hep-control (Table S2), including those related to the regulation of various immune cells (including B-cells, T-cells, innate lymphoid cells, and leukocytes) (Figure 7B). These data suggest that the upregulation of Glrx in hepatocytes may negatively regulate hepatic immune cells in the setting of diet-induced NASH.

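In Reactome, a collection of curated pathways, no set passed the test as lower in AAV-Hep-Glrx, and the set with the smallest p among those with negative scores was Adaptive Immune System. Cd79a and Cd79b, which encode the signaling chains of the B cell receptor, had log2 fold changes of -0.61 (standard error 0.21) and -0.36 (standard error 0.15), and Syk, the kinase that acts below the receptor, -0.21 (standard error 0.10). Cd79a was highest in AAV-Hep-control 2 (4.61, against 3.73 and 4.04 in AAV-Hep-control 1 and 3), and without that pool its log2 fold change was -0.36. Sets of insulin and insulin-like growth factor 1 receptor signaling and of the antiviral ISG15 pathway were higher by fgsea on the moderated t, but not by camera, nor by fgsea when genes were ranked by log2 fold change or kept only above the median level. The kinase genes Mtor and Akt1 of the insulin sets had log2 fold changes of 0.19 (standard error 0.11) and 0.14 (standard error 0.08), and Usp18, which removes ISG15 from proteins, 0.32 (standard error 0.19). Cd79b, Syk, Mtor, Akt1, Usp18 and Fgf15 were chosen after their values were seen, and none of the genes named here passed limma's test over all genes.

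The 27381 genes were ranked by limma's moderated t, and 724 of 1457 mouse Reactome sets (those with 15 to 500 measured genes) were tested with fgsea, a preranked enrichment test in which genes, not samples, are permuted. At an adjusted p under 0.25, 0 sets were lower and 10 were higher in AAV-Hep-Glrx. At an unadjusted p under 0.05, 12 were lower and 40 higher, where chance gives 5% of the 724 over both directions. Camera called 0 sets in either direction, with the preset or an estimated correlation. Adaptive Immune System (389 genes) had a normalized enrichment score of -1.33 (adjusted p = 0.337). It passed with an intensity trend in the prior (adjusted p = 0.107), after another quantile normalization (0.128) and among genes above the median level (0.145). It also passed without AAV-Hep-control 2 (0.0305), where 6 lower sets passed. Without AAV-Hep-Glrx 1, 8 lower sets passed, most of them of translation initiation. The set in which antigen activates the B cell receptor (29 genes) had a score of -1.59 (adjusted p = 0.484), while the wider set of B cell receptor signaling (165 genes) had -1.04 (adjusted p = 0.905) and its downstream events (141 genes) 0.873. Glutathione conjugation, led by Gstm6 (-0.51) and Gstm3 (-0.75), had a score of -1.73 (26 genes, adjusted p = 0.411). MHC class II antigen presentation (79 genes) had a score of -1.46 (adjusted p = 0.535).

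Of the 10 higher sets, 8 were insulin, IGF1R, IRS and PI3K cascades that together hold 104 genes and share 65. The PI3K cascade (65 genes) had a score of 2.0 (adjusted p = 0.0201). Of the 104 genes, 3 were higher and 1 lower at an unadjusted p under 0.05, and 17 were fibroblast growth factors, among them Fgf15 at 0.19 (standard error 0.09). The other 2 sets, the ISG15 antiviral mechanism and the antiviral mechanism by interferon-stimulated genes, shared all of their 23 genes and had a score of 1.83 (adjusted p = 0.176). The count of 10 fell to 0 when AAV-Hep-control 1, AAV-Hep-control 3 or AAV-Hep-Glrx 2 was left out.

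The paper's Table S2, read here in its first 1998 rows with 8318 further rows not analysed here, lists 226 sets at q under 0.25, all lower, of which 158 are Gene Ontology terms and 15 Reactome sets from MSigDB. Gene Ontology sets were not analysed here. By name, 5 of the paper's 15 Reactome sets were among those tested, 4 of them with another number of members than in the paper, and all 5 had negative scores, 1 of them, the antigen set above, at an unadjusted p under 0.05.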

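Genes of B cells and of T cells were lower as groups in AAV-Hep-Glrx liver, by small amounts, in a test with a preset correlation between genes, and neither call held with an estimated correlation (adjusted p = 0.55 for each). Of 24 measured B cell genes, 23 had a lower mean, with a median log2 fold change of -0.24, and of 29 T cell genes, 20 had a lower mean, with a median of -0.11. Lists of natural killer and innate lymphoid cells, natural killer T cells, macrophages, dendritic cells, neutrophils and plasma cells did not pass this test. The lists, 43 in all, were fixed before the data were examined, with the set names of Table S2 and part of Table S1 already seen, and each was compared with all other genes by limma's camera at a preset correlation of 0.01.

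The B cell list was lower at an adjusted p = 8.01e-07 with the preset correlation, a call lost with an estimated correlation. At an unadjusted p under 0.05, 6 of its genes were lower, and 0 passed over all genes or adjusted over the list alone. Its 4 leading genes by p were the surface protein Ly6d (-0.34, standard error 0.11), the receptor chain Cd79a, Fcmr, the receptor for the Fc part of IgM (-0.29, standard error 0.10), and Bank1, a B cell scaffold protein (-0.42, standard error 0.17). The median level of the list was 3.84, below the median of all genes (3.929). Ly6d stood far above it, at 7.25 in AAV-Hep-control and 6.91 in AAV-Hep-Glrx, and the cells behind its signal cannot be told in whole liver. The median of the list, as the deviation from each gene's mean, was -0.02, 0.23 and 0.07 in AAV-Hep-control 1, 2 and 3 and -0.21, -0.15 and 0.08 in AAV-Hep-Glrx 1, 2 and 3, so the groups overlapped. Without AAV-Hep-control 2 the median log2 fold change was -0.16. In plasma cells, where 12 of 16 genes had a lower mean (median -0.08, adjusted p = 0.554), AAV-Hep-control 2 was also the highest pool (0.32). Mzb1, of the endoplasmic reticulum of B lineage cells, was at -0.32 and Xbp1, the transcription factor of secretory cells, at 0.19.

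The T cell list was lower at an adjusted p = 0.0383 with the preset correlation, a call also lost with an estimated correlation. The estimate for this list was -0.00444, below the preset, and camera's unadjusted p was then 0.0365. At an unadjusted p under 0.05, 4 genes were lower, and 0 passed over all genes or adjusted over the list alone. These were Ubash3a (-0.28, standard error 0.08), the CD8 chain Cd8b1 (-0.34, standard error 0.11), the CD3 chain Cd3e (-0.30, standard error 0.12) and the checkpoint receptor Ctla4 (-0.28, standard error 0.12). The call was lost without AAV-Hep-control 3 (adjusted p = 0.141), AAV-Hep-Glrx 1 (0.062) or AAV-Hep-Glrx 2 (0.143).

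Natural killer T cells and innate-like T cells had 12 of 18 genes with a lower mean (median -0.10, adjusted p = 0.103), and 2 passed when adjusted over the list alone, Slamf6 (-0.36) and its adaptor Sh2d1a (-0.36). With an array left out the list had an adjusted p of 0.0353 to 0.289 by camera. In natural killer and innate lymphoid cells the median was 0.00 and the mean -0.03, with 13 of 26 genes lower (adjusted p = 0.515); Prf1, the perforin of cytotoxic granules, was at -0.28. Kupffer cells, the resident macrophages, had 18 of 20 genes with a lower mean (median -0.11, adjusted p = 0.0715), among them Hmox1 at -0.26 and Cd68 at -0.22. AAV-Hep-control 1 stood apart for them (0.26, against -0.05 and -0.06 in AAV-Hep-control 2 and 3 and -0.22, 0.07 and 0.02 in AAV-Hep-Glrx 1, 2 and 3), and without it the median was 0.02 (adjusted p = 0.987). Without AAV-Hep-Glrx 1 the list did not pass either (0.853), and without any of the other 4 arrays it passed (0.00788 to 0.0353). Monocyte-derived and lipid-associated macrophages had a median of -0.06 (19 of 28 genes lower, adjusted p = 0.295), with Atp6v0d2 at -0.54 and Plac8 at -0.20. Dendritic cells and MHC class II genes had 18 of 26 genes lower (median -0.125, adjusted p = 0.0661), with the invariant chain Cd74 at -0.22 and the costimulator Cd40 at -0.21. This list passed by fgsea (adjusted p = 0.00741) and without AAV-Hep-control 2 (0.0124) or AAV-Hep-Glrx 3 (0.0353) by camera. Neutrophil genes had a median of 0.04 (9 of 21 lower, adjusted p = 0.891), with Trem1 at -0.20 and Cxcr2 at -0.24. Chemokines and inflammatory cytokines had 25 of 42 genes lower (median -0.06, adjusted p = 0.0813; 0.0151 by fgsea), with 1 gene past when adjusted over the list alone. With an array left out their adjusted p was 0.0233 to 0.273 by camera. From the lower expression of immune-related gene sets, the paper proposes that Glrx in hepatocytes may restrain the immune cells of the liver in NASH. It also reports significantly lower Zbtb16, Tnf, Ccl2 and Il6ra by quantitative PCR.

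**Figure D2:**
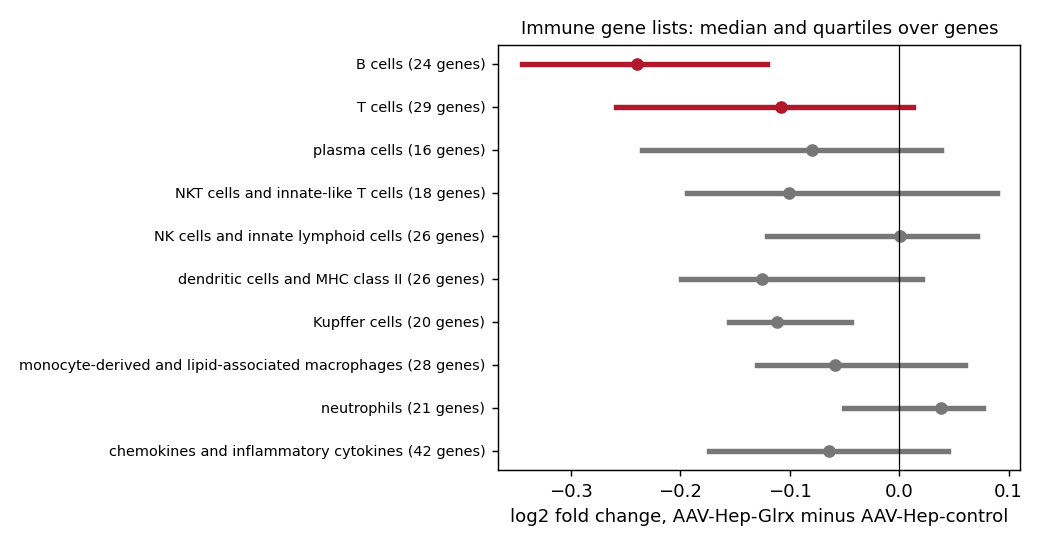
Median (point) and quartiles (bar) of the log2 fold changes, AAV-Hep-Glrx minus AAV-Hep-control, over the genes of 10 immune lists, from 3 pools per group. Red marks the B cell and T cell lists, which passed camera at the preset correlation. The B cell and Kupffer cell bars lie wholly below 0.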

## 4. Discussion

In this study, we have shown that Glrx deficiency elevates markers of fibrosis and apoptosis both in vivo and in vitro, whereas augmenting Glrx expression protects hepatocytes from cell death and decreases collagen levels in the aged liver and diet-induced NASH liver. Age-induced fibrosis is mild and may not affect liver function per se but promotes fibrosis and NASH progression in the context of a high-fat diet [18,19]. We, therefore, anticipated that administration of Glrx could protect the liver from pathological fibrosis in diet-induced NASH. In this study, we fed C57BL/6J mice a NASH diet containing high fructose and palmitate, which induced steatohepatitis with fibrosis in 15–16 weeks. We aimed to determine if Glrx in hepatocytes may influence stellate cells and immune cells. Therefore, we treated these mice with a hepatocyte-specific AAV-Hep-Glrx expression vector after 20 weeks of the NASH diet and continued the diet for another 12 weeks before examining the liver. Interestingly, the livers of mice fed a NASH diet express lower levels of Glrx and have higher Pr-SSG levels than the livers of chow-fed mice. This is similar to the pattern of Glrx expression reported in the fibrotic lung: Glrx expression is downregulated in the lungs of idiopathic pulmonary fibrosis patients and Glrx overexpression protects against experimental lung fibrosis [26]. The impact of a NASH diet appears to override the metabolic effects of Glrx because AAV-Hep-Glrx administration did not lead to a significant decrease in steatosis. However, AAV-Hep-Glrx attenuated an apoptotic marker and collagen accumulation and improved ALT and AST levels in the liver.

Glrx inhibits Fas signaling, protects lung epithelial cells from apoptosis, and attenuates experimental lung fibrosis [27], and can mediate anti-apoptotic effects by activating NFκB [28,38,39] or SirT1 [25,40] via the reversal of *S*-glutathionylation. Accordingly, our data show that Glrx regulates Fas-induced apoptosis in hepatocytes and may, therefore, suppress fibrotic processes in the liver through anti-apoptotic regulation.

High-fat-diet-induced lipotoxicity causes hepatocyte damage and cell death, which in turn activates immune cells and stellate cells, leading to fibrosis and to the progression of NAFLD and NASH [41]. Apoptotic markers and Fas expression were increased in the liver of NASH patients [42,43], and a pharmacological caspase inhibitor reduced fibrosis in a NASH mouse model [44]. We detected cleaved caspase-3 as an apoptotic marker in NASH livers at 32 weeks, which was attenuated by AAV-Hep-Glrx treatment. In addition, the lower ALT and AST values and HNE levels in AAV-Hep-Glrx-treated animals indicate that Glrx protects hepatocytes against cell death caused by oxidative stress and lipotoxicity. Our previous report showed that Glrx overexpression reversed lipid accumulation and metabolic gene dysregulation in Glrx KO mice fed regular chow, suggesting that Glrx may control lipid metabolism [22]. However, Glrx overexpression did not improve lipid metabolism in our NASH model (Figure S2). Presumably, NASH diet-induced lipotoxicity may overwhelm the metabolic effect of Glrx overexpression. We found that liver/bodyweight (%) decreased by AAV-Hep-Glrx after the diet changed to regular chow, demonstrating the effects of Glrx on lipid metabolism with a regular diet. In addition, it could be possible that starting the AAV-Hep-Glrx treatment earlier may have improved diet-induced steatosis. Unexpectedly, we found that upregulation of Glrx in hepatocytes suppressed the immune cells pathways, including proliferation, differentiation, and activation of B- and T-lymphocytes and leukocytes, chemokine production, and chronic inflammatory responses. These results suggest that Glrx decreases liver fibrosis in NASH by its anti-apoptotic and anti-inflammatory effects.

Intriguingly, AAV-Hep-Glrx treatment also significantly downregulated transcription of the gene Zbtb16 (zinc finger and BTB domain-containing 16), which encodes the transcription factor PLZF (promyelocytic leukemia zinc finger) that controls lymphocyte differentiation [45] and metabolic syndrome [46]. Reactive oxygen species production is also decreased in natural killer T (NKT) cells in the liver of PLZF^+/−^ mice [47], suggesting that Zbtb16 may negatively regulate antioxidant signaling. A subset of NKT cells contribute to diet-induced steatosis and fibrosis [48,49], and B-cell involvement in NAFLD/NASH has been shown in human and mouse studies [50]. Therefore, decreased expression of Zbtb16 and suppression of the proliferation and activation of immune cells may explain the protective mechanism of Glrx in NASH.

Hepatocytes produce innate immunity proteins and pro-inflammatory cytokines under stress conditions. One of the liver-enriched transcription factors that may secrete immune mediators in an acute response is CCAAT/enhancer-binding protein (C/EBP) β [51,52]. C/EBPβ is stabilized and activated by *S*-glutathionylation in adipocytes [53] and may, therefore, be one of the targets by which Glrx decreases inflammatory mediators in NASH. However, further investigation is needed to elucidate how Glrx expression in hepatocytes regulates Zbtb16 expression and immune cells, particularly lymphocytes, in the NASH liver. Analyzing secretory molecules from Glrx-overexpressing hepatocytes will be interesting to identify mediators that control stellate cells and immune cells. In addition, hepatic Zbtb16 mRNA expression is augmented by a high-fat, high-cholesterol diet [54], but the role of Zbtb16 in hepatocytes is unknown and is a potential research topic for the future.

## 5. Conclusions

We have demonstrated that the upregulation of Glrx can reverse age-induced apoptosis and fibrosis in the liver and ameliorate fibrosis in diet-induced NASH. AAV-mediated hepatocyte-specific Glrx expression in vivo decreased collagen accumulation, improved hepatic function, and suppressed immune cell activation and inflammation in NASH livers. The data indicate crosstalk between hepatocytes and other cells to control fibrotic processes in the liver, showing that Glrx has the potential to be a powerful anti-fibrotic therapeutic molecule.

## Figures and Tables

**Figure 1:**
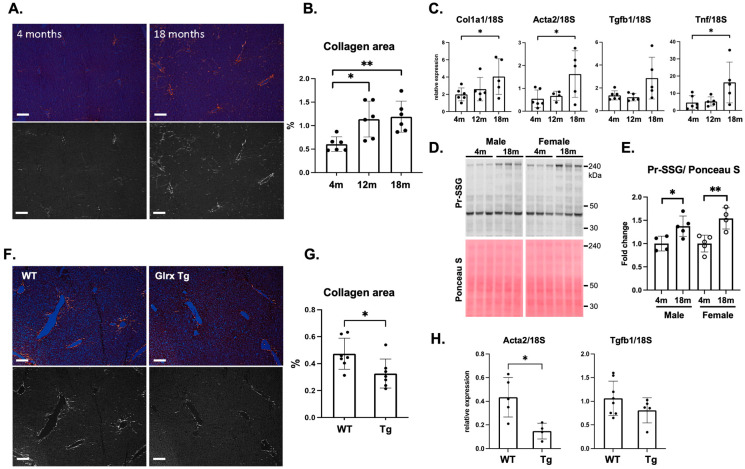
Glrx overexpression inhibits age-induced liver fibrosis in chow-fed mice. (**A**)**.** Picro Sirius Red staining in the liver of 4- and 18-month-old mice. The original image was taken by a microscope with a polarized filter, with a bright red signal indicating collagen (upper photos). The red channel was converted to grayscale to measure the collagen area by ImageJ (lower photos). Scale bar: 50 um. (**B**)**.** Quantitative assessment of collagen area (%) (*n* = 6 mice each age, males, and females). (**C**). Real-time PCR for fibrosis marker genes in the liver (*n* = 5–6, males, and females). Col1a1: collagen type 1, alpha 1; Acta2: alpha-actin 2; Tgfb1: transforming growth factor-beta 1; Tnf: tumor necrosis factor. Relative quantity normalized to 18S is shown. (**D**)**.** Total *S*-glutathionylated protein level (Pr-SSG) in the mouse liver at 4 and 18 months old. (**E**)**.** Semi-quantitative analysis of the blots of Pr-SSG normalized by Ponceau S staining is shown in the graph (*n* = 4). (**F**)**.** Representative images of Picro Sirius Red staining in aged wild type (WT) and Glrx transgenic (TG) mouse liver. The original (upper) and grayscale extracted red channel (lower). Scale bar: 50 um. (**G**)**.** Quantitative assessment of collagen accumulated area (%) (*n* = 7, males and females, 19–22 months old). (**H**)**.** Real-time PCR analysis for fibrosis genes in aged WT and Glrx TG liver. * *p* < 0.05, ** *p* < 0.01. Error bars indicate standard error.

**Figure 2:**
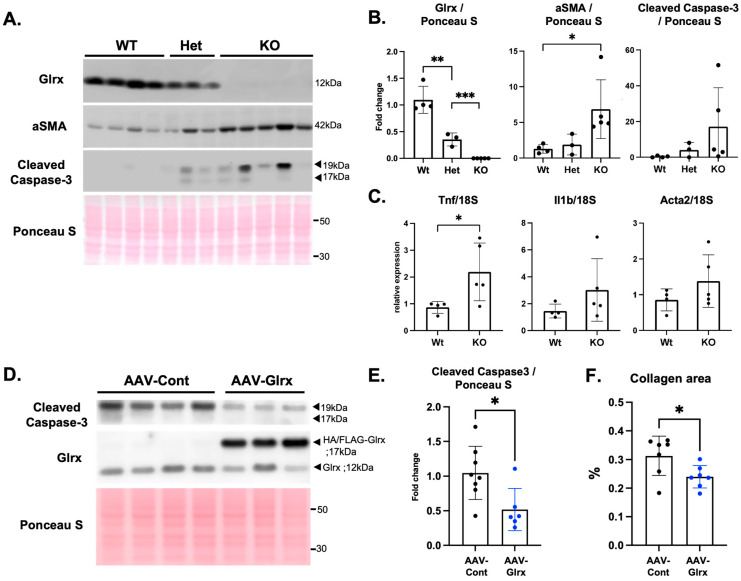
Glrx controls apoptosis and age-induced fibrosis in the liver. (**A**)**.** Protein expression of markers of fibrosis (αSMA) and apoptosis (cleaved caspase-3) in the liver of middle-aged WT, Glrx Het (Glrx^+/−^), and Glrx KO (Glrx^−/−^) mice (9–11 months old, males). (**B**). Semi-quantitative analysis of immunoblot bands normalized to Ponceau S intensities in each sample. (**C**)**.** Gene expression was measured by qPCR of the livers of middle-aged WT and Glrx KO mice (*n* = 3–5). Tnf: tumor necrosis factor, alpha; Il1b: interleukin1 beta; Acta2: alpha-actin 2. (**D**). Cleaved caspase-3 expression in the liver of aged mice with hepatocyte-specific overexpression of Glrx. Liver samples were prepared from 22-month-old mice three months after injection of the vector. Exogenous HA/FLAG-Glrx protein expression detected in the liver after AAV-Hep-Glrx injection is shown. (**E**). Semi-quantitative analysis of cleaved caspase-3 expression. (**F**). Collagen-stained area (%) in the liver after AAV-Hep-control or AAV-Hep-Glrx injection (*n* = 7, males and females, 22 months old). Blue dots on the graph indicate mice treated with AAV-Hep-Glrx. * *p* < 0.05, ** *p* < 0.01. *** *p* < 0.001. Error bars indicate standard error.

**Figure 3:**
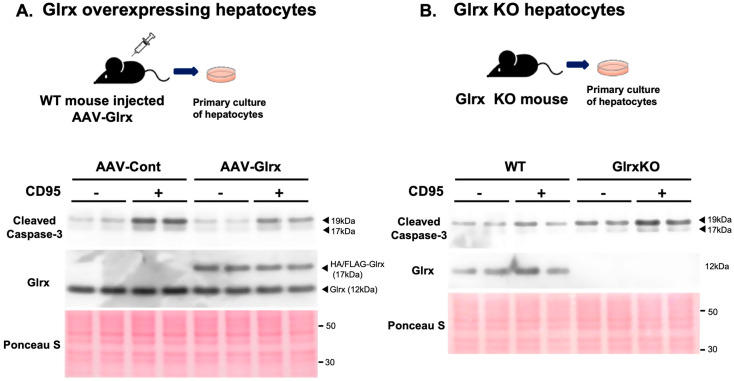
Glrx overexpression attenuates, and Glrx deficiency enhances apoptosis in mouse primary hepatocytes. (**A**). Three months after injection of adeno-associated virus (AAV) control vector or AAV containing a hepatocyte-specific Glrx overexpression construct, hepatocytes were isolated and treated with agonistic anti-CD95 antibody (1 µg/mL) for 24 h to induce cleaved caspase-3 as an apoptotic response. Overexpressed HA/FLAG-Glrx protein is detected at 17 kDa. (**B**). Glrx-deficient hepatocytes isolated from Glrx KO mice showed increased levels of cleaved caspse-3 following anti-CD95 treatment compared to those isolated from WT mice. These experiments were repeated more than three times and showed similar results.

**Figure 4:**
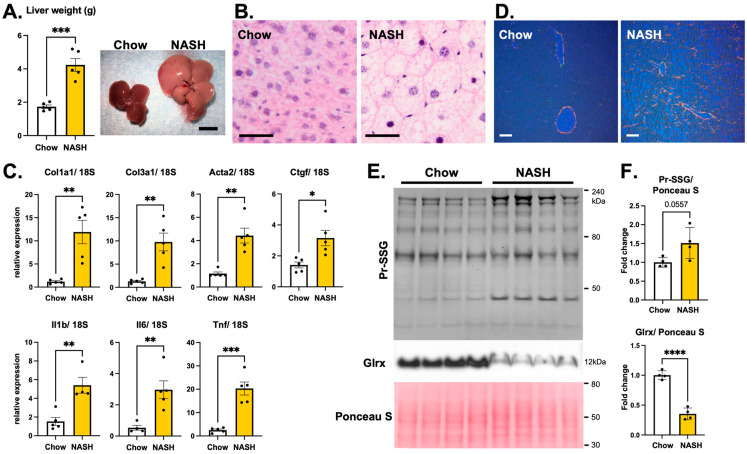
NASH diet induces fatty liver and fibrosis, inflammation, lower Glrx expression, and protein *S*-glutathionylation in the liver. (**A**). Liver weight of male C57BL/6J mice after 16 weeks on the NASH diet. The photo shows representative fatty liver induced by the NASH diet. (**B**). Representative image of H&E staining. Ballooning hepatocytes are induced by NASH diet. Scale bar: 20 um. (**C**). Quantitative PCR for markers of fibrosis and inflammation using livers of mice fed chow or NASH diet, normalized to 18S expression (*n* = 5). Col1a1: collagen type I, alpha 1; Col3a1: collagen type III, alpha 1; Acta2: alpha-actin 2; Ctgf: connective tissue growth factor; Il1b: interleukin–1 beta; Il6: interleukin–6; Tnf: tumor necrosis factor-alpha. (**D**). Representative Picro Sirius Red staining of liver from each group. Scale bar: 50 um. (**E**). Immunoblots show S-glutathionylated protein and Glrx protein in the liver. Ponceau S staining shows equal loading of proteins on the blot. (**F**). Semi-quantitative analysis of Pr-SSG and Glrx expression. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. Error bars indicate standard error.

**Figure 5:**
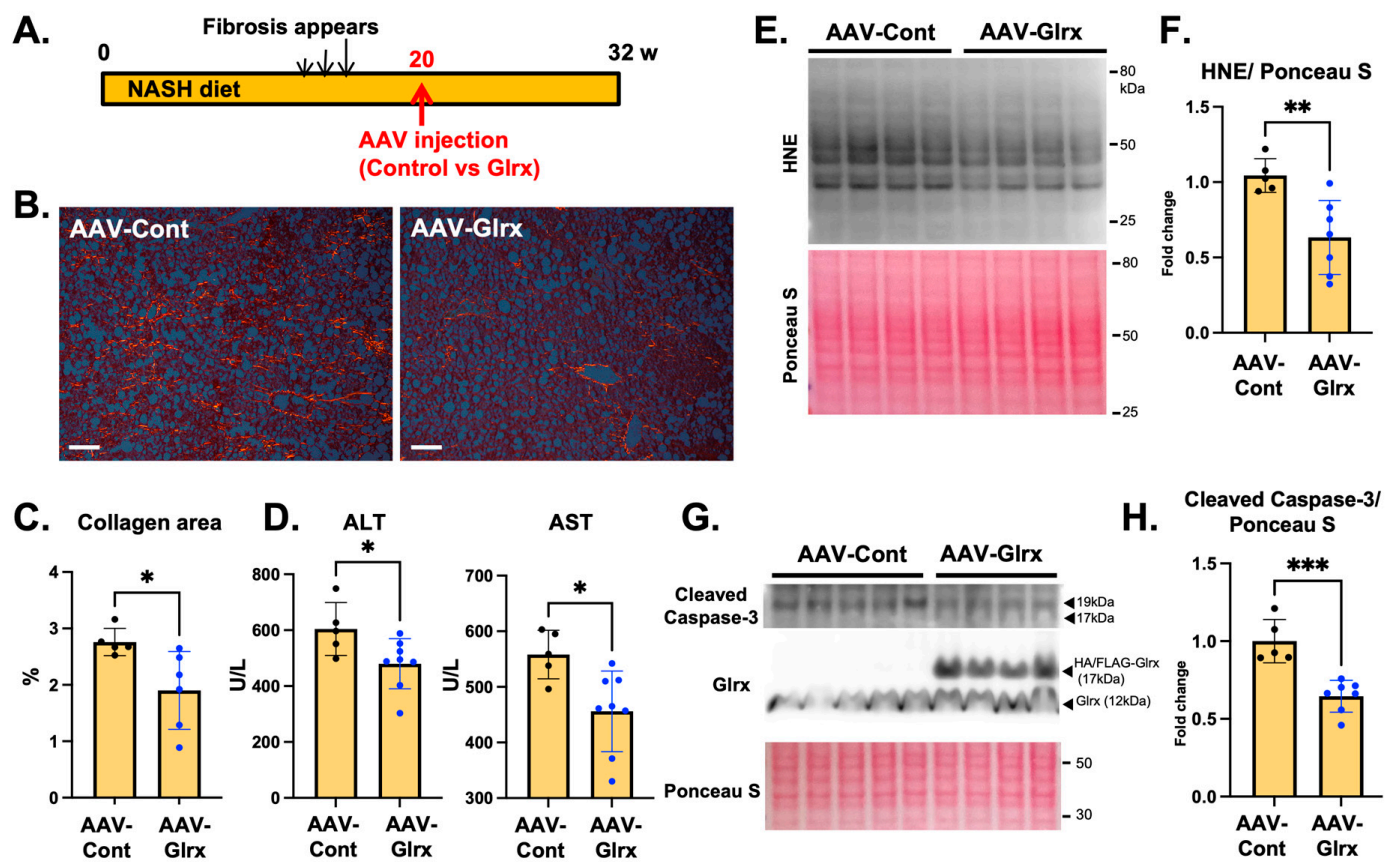
AAV-Hep-Glrx attenuates NASH-diet-induced fibrosis and improves liver function. (**A**). The experimental design shows time course. NASH with fibrosis appeared at 14–16 weeks of the NASH diet, and AAV-Hep-Glrx or AAV-Hep-control vector was injected at 20 weeks. The NASH diet was continued until euthanasia at 32 weeks. (**B**). Collagen deposition in the liver by Picro Sirius Red staining. Representative photos and quantitative assessment (% area) are shown (*n* = 5–6). (**C**). Semi-quantitative analysis of collagen staining area (%). (**D**). Serum liver enzyme levels. ALT: alanine aminotransferase, AST: aspartate aminotransferase (*n* = 5–8). (**E**). Immunoblot showing HNE (4-hydroxynonenal) levels. (**F**). Semi-quantitative assessment of HNE levels in the liver (*n* = 5–7). (**G**). Immunoblot showing cleaved caspase-3 expression in NASH liver treated with AAV-Hep-Glrx or AAV-Hep-control. (**H**). Semi-quantitative analysis of cleaved caspase-3 bands normalized to Ponceau S intensities. Blue dots on the graph indicate mice treated with AAV-Hep-Glrx. * *p* < 0.05, ** *p* < 0.01,*** *p* < 0.001. Error bars indicate standard errors.

**Figure 6:**
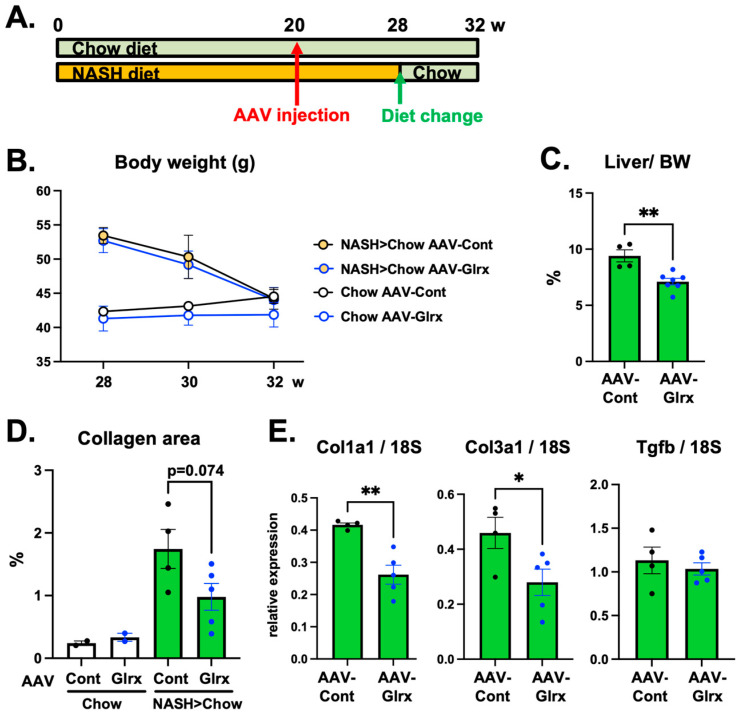
AAV-Hep-Glrx has a supplemental anti-fibrotic effect on diet modification. (**A**). Experimental design. AAV-Hep-Glrx or AAV-Hep-control was injected into mice fed chow or NASH diet (20 weeks). After 28 weeks NASH diet, a cohort was switched to regular chow for four more weeks. (**B**). Time course of bodyweight of each group after changing to chow diet. (**C**). Liver weight as a percentage of bodyweight showing the effect of AAV-Hep-Glrx. (**D**). Collagen staining area (%) by Picro Sirius Red staining. (**E**). Gene expression of fibrotic markers of the liver after dietary modification (*n* = 4–5). Blue dots on the graph indicate mice treated with AAV-Hep-Glrx. * *p* < 0.05, ** *p* < 0.01. Error bars indicate standard error.

**Figure 7:**
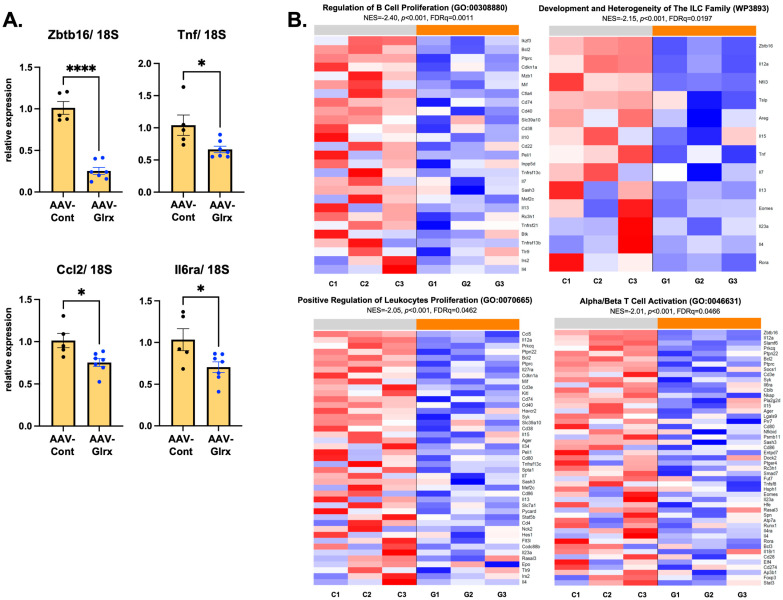
AAV-Hep-Glrx effects on transcriptome on diet-induced NASH liver. (**A**). Quantitative qPCR of livers of NASH-diet-fed mice treated with AAV-Hep-Glrx or AAV-Hep-control. Zbtb16: zinc finger and BTB domain-containing 16, Tnf: tumor necrosis factor-alpha, Ccl2: CC motif chemokine ligand 2, Il6ra: IL–6 receptor alpha. Blue dots on the graph indicate mice treated with AAV-Hep-Glrx. * *p* < 0.05, **** *p* < 0.0001. Error bars indicate standard error. (**B**). Heatmaps of the leading edges of immune-related gene sets with significant coordinate downregulation (FDR *q* < 0.25) in response to AAV-Hep-Glrx administration. Rows correspond to genes, and columns correspond to samples (C1–C3: mice treated with AAV-Hep-control; G1–G3: mice treated with AAV-Hep-Glrx). Blue and red indicate expression values at least 2 standard deviations below or above the mean (white) of each row, respectively. Genes are arranged in descending order from top to bottom by the magnitude of the moderated *t* statistic.

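All 12 genes of the innate lymphoid cell heatmap that were analysed here had a lower mean in AAV-Hep-Glrx, and Zbtb16 led them by a wide margin. The others were between -0.34 and -0.09 on the log2 scale. Il12a, a subunit of the cytokines interleukin-12 and interleukin-35, was at -0.34 (standard error 0.09), Tslp, an epithelial cytokine that acts on type 2 innate lymphoid cells, at -0.27 (standard error 0.11), and Nfil3, a transcription factor of natural killer cell and innate lymphoid cell development, at -0.23 (standard error 0.09). These 3 and Zbtb16 were the 4 genes at an unadjusted p under 0.05 in limma. The interleukins Il15 (-0.30, standard error 0.16), Il7 (-0.17), Il13 (-0.15), Il23a (-0.14) and Il4 (-0.19, standard error 0.18) and the transcription factors Eomes (-0.13) and Rora (-0.09) did not reach it. The direction of Il4 turned without AAV-Hep-control 3, to 0.03. With an array left out, Il23a was at -0.20 to -0.01 and Eomes at -0.24 to -0.03.

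The genes were read from the picture, of which 13 are shown, and they were chosen by the study as the leading edge on these arrays, so neither their direction nor their separation between groups is independent evidence. Zbtb16 was the only gene of the 12 past an adjusted p of 0.1, and the median over the 12 was -0.18. Il12a, Il7, Tslp and Il4 had mean levels under 3 in both groups, below the median of all genes.

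**Figure D3:**
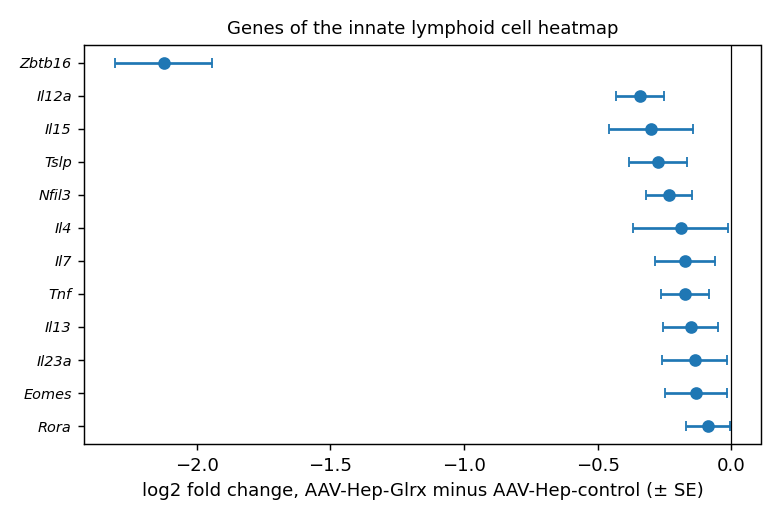
Log2 fold change, AAV-Hep-Glrx minus AAV-Hep-control, of the 12 analysed genes of the innate lymphoid cell heatmap, from 3 pools per group. Points are estimates and bars the standard errors from limma. Zbtb16 lies near -2.12 and the others between -0.34 and -0.09.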

**Table 1:** Primer sequences used for quantitative PCR.

Gene	Gene Accession	Forward Primer	Reverse Primer
Ccl2	NM_011333	5′-TTAAAAACCTGGATCGGAACCAA-3′	5′-GCATTAGCTTCAGATTTACGGGT-3′
Col1a1	NM_007742	5′-CCCGAACCCCAAGGAAAAGA-3′	5′-CGTACTCGAACGGGAATCCA-3′
Col3a1	NM_009930	5′-CAGAGGAGAAACTGGCCCTG-3′	5′-TTGTCACCTCGTGGACCTTG-3′
Ctgf	NM_010217	5′-CTAGCTGCCTACCGACTGGA-3′	5′-GTAACTCGGGTGGAGATGCC-3′
Il1b	NM_008361	5′-GCAACTGTTCCTGAACTCAACT-3′	5′-ATCTTTTGGGGTCCGTCAACT-3′
Il4	NM_021283	5′-GGTCTCAACCCCCAGCTAGT-3′	5′-GCCGATGATCTCTCTCAAGTGAT-3′
Il6ra	NM_010559	5′-CCTGAGACTCAAGCAGAAATGG-3′	5′-AGAAGGAAGGTCGGCTTCAGT-3′
Tgfb1	NM_011577	5′-GCTGAACCAAGGAGACGGAA-3′	5′-ATGTCATGGATGGTGCCCAG-3′
Tnf	NM_013693	5′-ATGGCCTCCCTCTCATCAGT-3′	5′-CTTGGTGGTTTGCTACGACG-3′
Zbtb16	NM_001033324	5′-CTGGGACTTTGTGCGATGTG-3′	5′-CGGTGGAAGAGGATCTCAAACA-3′
18S RNA	NR_003278.3	5′-CCGCCGCCATGTCTCTAGT-3′	5′-GCCCATCGATGTTGGTGTTG-3′

## Data Availability

The data presented in this study are openly available in the Gene Expression Omnibus (GEO) through Series accession number GSE198961 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198961).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox11050867/s1, Figure S1: NASH diet effects on bodyweight and hepatic function; Figure S2: effects of AAV-Glrx on lipid levels in NASH liver; Figure S3: effects of diet changes on bodyweight and liver; Table S1: gene expression microarray profiling of liver from animals fed a NASH diet and treated with AAV-control or AAV-Glrx; Table S2: gene set enrichment analysis.

# Supplementary material for: Administration of Glutaredoxin-1 Attenuates Liver Fibrosis Caused by Aging and Non-Alcoholic Steatohepatitis
**Source:** Antioxidants (Basel). 2022 Apr 28;11(5):867. doi: 10.3390/antiox11050867
**Supplement:** Supplementary file 1

Figure S1. NASH diet induces obesity and hepatic dysfunction

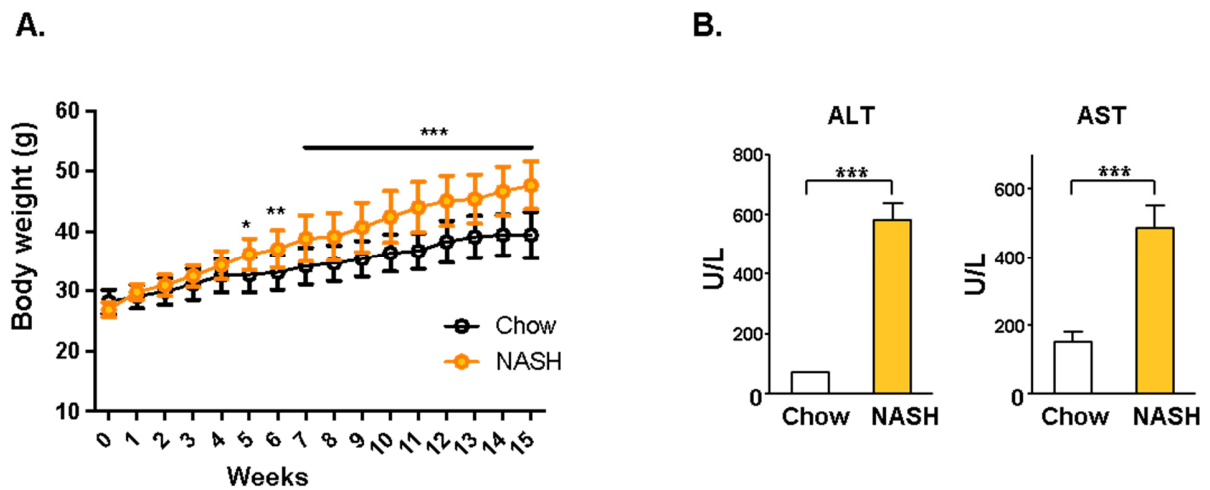

A. Body weight increase after feeding WT male mice (10 week-old) NASH diet or regular chow for 16 weeks. (n=5). **B.** Serum levels of ALT and AST after 16 weeks of diet. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$. Error bars indicate standard error.

Figure S2. AAV-Glrx did not suppress lipid levels in NASH liver

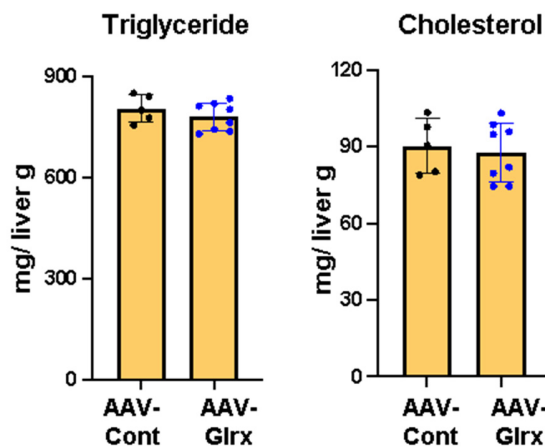

Triglyceride and cholesterol were measured in the liver of mice fed NASH diet for 32 weeks. AAV-Glrx treatment did not show the difference compared to AAV-Control treatment. (See Figure 5A)

Figure S3. Effects of diet change in body weight and liver

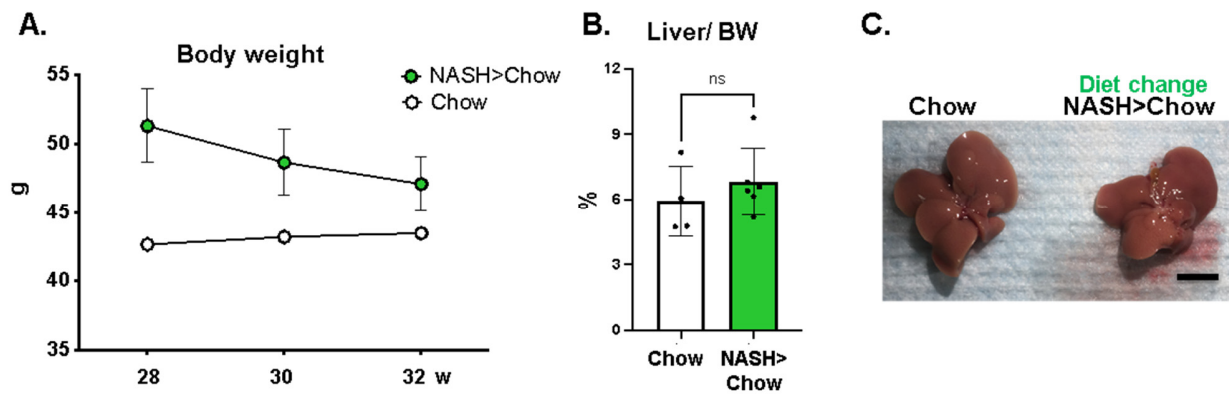

WT mice (10 week-old) were fed NASH diet for 28 weeks, changed to regular chow for 4 weeks, and then euthanized. **A.** Body weight after the diet change. Green circles indicate mice fed NASH diet first. White circles indicate mice fed only regular chow. **B.** Liver weight over body weight (%) (ns: no significance, n=5-6). **C.** Representative photo of a liver after diet change compared to chow-fed mouse liver.

How the deposited data were processed for this re-analysis (not part of the article)

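Liver RNA from mice on the NASH diet, given AAV-Hep-control or AAV-Hep-Glrx, was measured on 6 Affymetrix arrays, 3 pools per group. The deposited values are log2 expression per Entrez gene, made by the authors with the Robust Multiarray Average. The paper names affy 1.62.0 with Brainarray 24.0.0 definitions, limma 3.39.19 and R 3.6.0, and the submitters' processing notes name affy 1.61.0 and R 3.6.0. The genome build behind the probe definitions is not given in the sources used here, and no coordinates are printed. Quantile normalization within that method brings all arrays to the same distribution of probe intensities, so a change of most genes in one direction could not be seen. The values run from 0.807 to 12.9 with an overall median of 3.929, and at the low end the probe signal is near background, where a fold change is understated. The samples were grouped by the labels, which name each array's vector and replicate number.

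The log2 values were fitted with lmFit and eBayes in limma 3.58.1 under R 4.3.3, with no covariates and no filter, and p-values were adjusted by Benjamini-Hochberg over 27381 genes. The fitted degrees of freedom were 7.79, and the median log2 fold change of all genes was -0.00122. The first 1997 rows of Table S1 (25383 further rows not analysed here) hold log2 values that differ from the deposited ones by at most 4.7e-05 and a moderated t that differs from this fit by at most 5e-06.

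Genes are named by a rule set with the tests. It takes every gene the study names for liver RNA, the heatmap of innate lymphoid cell genes in Fig. 7B, the 10 lower and 10 higher genes with the smallest p among those with a symbol (predicted Gm and Rik names left out) whose groups do not overlap, the 4 leading genes of each list that passed, and 2 genes of other lists that are described. Part of Table S1 had been seen by then. From these, 1 gene that the study names and 1 heatmap gene were not analysed here.

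The 43 gene lists hold 1127 symbols, of which 104 had no named probe and 1 was an older name of another listed gene, so 1022 genes were measured. An error that had matched 7 of the 104 symbols to other genes through synonyms was corrected after the results had been seen, and no call of a list by camera at the preset correlation over all arrays changed. Each list was tested with camera (preset correlation 0.01), again with an estimated correlation, and with the rotation test fry and with fgsea as alternatives, all with Benjamini-Hochberg adjustment over the lists at a threshold of 0.05. No list passed with an estimated correlation or with fry. The estimated correlation was above the preset for some lists (0.592 for male-biased genes, 0.267 for B cells) and below it for others (-0.00444 for T cells, 0.00634 for ribosomal proteins of the small subunit). With an estimated correlation, camera also takes its p from the few residual degrees of freedom of the 6 arrays, which raises p at any correlation. Fry asks whether the genes of a list move on balance 1 way and does not compare them with other genes. Of the 43 lists, 24 are described one by one and their behavior under the alternatives was examined list by list. These 24 were picked after the results of all 43 had been seen. None of the other 19 passed (adjusted p from 0.211 to 0.915).

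Reactome sets of 15 to 500 genes, as packaged with fgsea 1.28.0 for mouse Entrez genes, were tested with fgsea's multilevel method on the moderated t, with adjustment over the sets of both directions and a threshold of 0.25. The paper used GSEA 2.2.1 with MSigDB 7.4 and human homologs from HomoloGene 68. Those collections were not used here, so the sets and their members differ. The GSEA program's own false discovery rate was added after seeing the data, with gseapy 1.3.1 and 1000 permutations of genes.

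The alternatives were an intensity trend in the prior variance, a robust prior, arrays centred on the median, another quantile normalization, genes above the median level only, array weights, the replicate number as a block, leaving out each array, other thresholds, other set sizes and other set tests. The steps were tested on 20 simulated data sets of 27381 genes, in which 200 genes were changed. Each gene had its mean level and its own SD as estimated from the real arrays. At an adjusted p under 0.1, 34.3% of the genes changed by 0.5 on the log2 scale were recovered, 75.4% of those changed by 1 and 98.6% of those changed by 2, with 14 false genes on average. These shares apply only to 200 changed genes, since the adjusted threshold is harder to reach where fewer genes change. An SD estimated from so few arrays is too small for many genes, so the shares may also be too high for the real arrays. On the real arrays, where 1 gene passed, Glrx at 1.27 and Serpina4-ps1 at 2.47 had an adjusted p of 0.847 (limma). A B cell list and a Reactome set shifted by 0.3 were called in 100% of the runs. Genes were simulated as independent, so these runs do not bear on lists whose genes vary together between pools. The precision is limited by the number of arrays, and the mice were not each measured on an array of their own.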

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

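The tests of the explanations for the male-biased genes were chosen after the result was seen; the regroupings of the arrays were planned.

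Genes with male-biased expression in mouse liver were higher in AAV-Hep-Glrx, which the paper's text does not mention. Of 24 genes, 21 had a higher mean, with a median log2 fold change of 0.456 (camera, adjusted p = 8.33e-08; adjusted p = 0.704 with an estimated correlation). At an unadjusted p under 0.05, 8 were higher, and 7 passed when adjusted over the list alone, 0 over all genes. Cyp4a12a, a fatty acid hydroxylase, was at 1.58 (standard error 0.38), Selenbp2 at 0.89, Nudt7, a peroxisomal hydrolase of coenzyme A, at 0.74 and Ugt2b38 at 0.53. The median deviation of the list was 0.00, -0.42 and -0.20 in AAV-Hep-control 1, 2 and 3 and 0.28, 0.51 and -0.21 in AAV-Hep-Glrx 1, 2 and 3, so 1 pool of AAV-Hep-Glrx lay with the controls. Without AAV-Hep-control 2 the median was 0.204. Female-biased genes had a median of -0.07 (18 of 27 lower, adjusted p = 0.211), with Cyp2g1 at -0.23 and Cyp2c69 at -0.27.

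The paper describes the mice of its NASH diet model as males, and the arrays also argue against female mice in the control pools. The Y-linked genes Kdm5d, Eif2s3y and Uty had a lowest array median of -0.127 against their means. They differed between groups by 0.11, 0.05 and 0.06, while Xist stayed at 2.74 in AAV-Hep-control and 2.77 in AAV-Hep-Glrx. A larger share of hepatocytes in AAV-Hep-Glrx is argued against by the genes of hepatocyte secreted proteins, whose upper quartile was 0.0665 (median 0.04, 26 of 33 higher, adjusted p = 0.118 by camera and 0.0344 by fgsea), far below the male-biased median. It stays open whether these genes vary together between pools for reasons unrelated to the vector, because the call did not hold with an estimated correlation (p = 0.156), and the 3 pools per group cannot separate this from the treatment. A candidate explanation in biology, that the vector may move growth hormone or androgen dependent transcription, was not tested.

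Evening-phase clock genes were higher, with a median log2 fold change of 0.292 (12 of 14 genes higher; camera, adjusted p = 0.000634; adjusted p = 0.704 with an estimated correlation), 4 higher and 1 lower at an unadjusted p under 0.05 and 0 past when adjusted over the list alone. Per2 was at 0.30, Nr1d2 at 0.23, Nampt at 0.36 and Wee1 at 0.44. AAV-Hep-control 1 stood apart, with a list median of -0.34 for the evening-phase genes and 0.48 for the morning-phase genes, and without it the evening list had an adjusted p of 0.0689. Morning-phase genes had a median of -0.20 (4 of 6 lower, adjusted p = 0.0813), with Arntl, the core clock activator, at -0.66, and 2 were lower when adjusted over the list alone.

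Interferon response genes were higher, with a median log2 fold change of 0.0906 (23 of 31 higher; camera, adjusted p = 0.0383; adjusted p = 0.826 with an estimated correlation), and 0 genes at an unadjusted p under 0.05 in limma. Rtp4 was at 0.32, Oas3 at 0.23, Xaf1 at 0.21 and Oasl1 at 0.35. Without AAV-Hep-Glrx 2 the direction turned, with a median of -0.03 (adjusted p = 0.782). The call was also lost without AAV-Hep-control 2 (0.738) or AAV-Hep-control 3 (0.15), with arrays centred on the median (0.0652), after another quantile normalization (0.0569) and with array weights (0.0604).

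In fgsea, 10 Reactome sets were higher in AAV-Hep-Glrx, 8 of insulin and IGF1R signaling and 2 of the antiviral ISG15 pathway, which the paper's text does not mention, and 8318 rows of its Table S2 were not read here. Camera called 0 with the preset and with an estimated correlation, and fgsea on genes ranked by log2 fold change called 0. By fgsea on the moderated t the count was 0 without AAV-Hep-control 1, without AAV-Hep-control 3 or without AAV-Hep-Glrx 2, and 0 among genes above the median level.

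The 6 arrays can be divided into 3 and 3 in 10 ways, too few for a share under 0.05. Another division has no lower or higher side of its own, so for sets and lists the larger of its counts in the 2 directions was set against 1 direction of the real grouping, which favors the other divisions. For genes at an adjusted p under 0.1 the real grouping gave 1 and the highest other 3, with 2 of the 10 as large, and for genes at an unadjusted p under 0.05 it gave 1579 against 1623, with 2 as large. For lower Reactome sets it gave 0 against 130, and since any division reaches 0 (10 as large), this comparison tells nothing. It gave for higher Reactome sets 10 against 130 (6 as large), for lower lists 5 against 10 (3 as large) and for higher lists 3 against 10 (8 as large). AAV-Hep-control 1, AAV-Hep-Glrx 1 and AAV-Hep-Glrx 2 against the other 3 arrays gave the 130 Reactome sets, 3 genes and 1623 genes. It was singled out after the counts were seen, and other divisions gave 106 and 54 sets in their larger direction. Such counts may come from a structure of the samples, which was not tested.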

How the results depend on the processing

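The GSEA false discovery rate is the only setting here chosen after the result was seen. Zbtb16 was lower under all 13 alternatives and past an adjusted p of 0.1 in 7. It missed the threshold after another quantile normalization (log2 fold change -2.13), with the replicate number as a block (-2.12, adjusted p 0.232) and without 4 of the 6 arrays in turn (log2 fold change -2.30 to -2.02 over the 6). Genes past the threshold were 0 after another quantile normalization, 0 under the block, 0 at a threshold of 0.05 and 0 to 2 with an array left out (2 without AAV-Hep-control 1, Zbtb16 and Ighv10-3, the latter chosen after its values were seen). The genes at unadjusted p under 0.05 were 959 among genes above the median level, where fewer genes were tested, and were 1436 under the block. Lower Reactome sets were 1 with an intensity trend in the prior, 1 after another quantile normalization and 1 among genes above the median level, each time Adaptive Immune System, 1 at 10 to 300 genes (Attenuation phase), and 0 to 8 with an array left out (6 without AAV-Hep-control 2, 8 without AAV-Hep-Glrx 1). Higher Reactome sets were 16 with arrays centred on the median, 0 among genes above the median level, 0 when ranked by log2 fold change, 0 by camera with the preset and 0 with an estimated correlation, 29 by the GSEA false discovery rate (0 lower), and 0 to 16 with an array left out. Lower lists were 9 among genes above the median level, 0 with an estimated correlation, 0 by fry, 8 by fgsea (the 5 of camera and dendritic cells, chemokines, and glutathione and NRF2 targets), 13 at a threshold of 0.25 and 3 to 9 with an array left out. Higher lists were 0 with an estimated correlation, 0 by fry, 5 by fgsea, 5 at a threshold of 0.25 and 2 to 4 with an array left out.

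With the replicate number as a block, higher Reactome sets were 9, lower lists 4 and higher lists 2. The numbers do not pair the samples, since the deviations of same-numbered pools correlated at -0.0361, -0.171 and 0.0205 and not every sample correlated best with its own number. Signs of values near 0 reversed. The log2 fold change of Col1a1 was -0.0053 after another quantile normalization and -0.0147 to 0.0279 with an array left out, and that of Tgfb1 was 0.0123 with centred arrays, 0.0047 with array weights and -0.0280 to 0.0357 with an array left out. With an array left out the log2 fold changes were -0.0675 to 0.199 for Il6, -0.325 to 0.0285 for Il4, -0.201 to 0.0854 for Ccn2, -0.0264 to 0.0398 for Sirt1 and -0.0356 to 0.0708 for Xist. Neutrophils changed direction among genes above the median level (adjusted p = 0.681) and by fgsea (0.979). With an array left out, lists that reversed in at least 1 case had an adjusted p of 0.104 to 0.716 for plasma cells, 0.343 to 0.925 for natural killer and innate lymphoid cells, 0.0341 to 0.925 for monocyte-derived macrophages, 0.467 to 0.976 for neutrophils, 1.41e-05 to 0.782 for interferon response and 0.178 to 0.907 for lipogenesis. The cause was not tested. Of the values of single genes other than Zbtb16 under the alternatives, 1818 kept their direction and their side of the threshold and 17 reversed direction. No gene but Zbtb16 passed over all arrays, so staying on the same side of the threshold was nearly fixed in advance. Genes picked because their groups do not overlap could not reverse with an array left out. The tally is therefore no measure of stability. Sizes of single genes could still move, as for Ccl2, at -0.463 to -0.0342 with an array left out. The precision is set by 3 pools per group, and genes near the background of the array have the least.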

Differences from the paper's values

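No test in this part was chosen after the result was seen, apart from the GSEA false discovery rate. The paper's Table S2 gives 15 Reactome sets lower in AAV-Hep-Glrx at q under 0.25, which is the paper's value. With fgsea on mouse Reactome sets, 0 were lower at an adjusted p under 0.25. At an unadjusted p under 0.05, 12 of 724 sets were lower and 40 higher, where chance gives 5% over both directions. The 12 are a smaller share than that, so they are no sign of lower sets beyond chance. The sets of the paper come from MSigDB through human homologs and those used here from mouse Reactome, so their number and members differ. None of the alternatives set before the data were examined came within 1.5 times of the paper's 15, and the nearest were 8 sets without AAV-Hep-Glrx 1 and 6 without AAV-Hep-control 2. The GSEA false discovery rate, chosen after seeing the values, gave 0 lower sets. Camera gave 0 with the preset and with an estimated correlation. Of the paper's 15 Reactome sets, 5 were tested here by name and all 5 had negative scores, on the same arrays as in the paper. The antigen and B cell receptor set, which the paper calls and which did not pass here (adjusted p = 0.484), passed without AAV-Hep-Glrx 3 (0.171).

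The paper states that sets of B cells, T cells, innate lymphoid cells and leukocytes were lower. Its 226 lower sets, 158 of them Gene Ontology terms, came from preranked GSEA at q under 0.25. The lists here have other members and were tested at an adjusted p under 0.05, so the results are not like for like. The fixed lists of B cells and T cells were lower here with a preset correlation (median log2 fold changes of -0.24 and -0.11) but neither with an estimated correlation (adjusted p = 0.55 for each) nor by fry, while the list of natural killer and innate lymphoid cells did not pass, with a median of 0.00 and an adjusted p of 0.515. By fgsea, which like the paper's test permutes genes, B cells (adjusted p = 6.8e-05) and T cells (0.0151) passed. Natural killer and innate lymphoid cells did not pass by fgsea (0.334), and this list is not the paper's innate lymphoid cell set. All 12 analysed genes of the paper's innate lymphoid cell heatmap had a lower mean. The study chose them as the leading edge on these same arrays, so their direction is not independent evidence.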

Other observations

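All tests of explanations in this part were chosen after the result was seen; the lists and their tests were planned.

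Genes of amino acid metabolism were lower in AAV-Hep-Glrx liver. Of 27 genes of the urea cycle and amino acid catabolism, 22 had a lower mean (median log2 fold change -0.09; camera, adjusted p = 0.00669; adjusted p = 0.55 with an estimated correlation), 2 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Tat, the tyrosine aminotransferase that glucocorticoids induce, was at -0.47 (standard error 0.12), Cth at -0.29, Gnmt at -0.24 and Bhmt at -0.37. The call was lost without AAV-Hep-Glrx 2 (0.0832). Glucocorticoid receptor targets were lower too, with 24 of 32 genes (median -0.11; adjusted p = 0.00601; adjusted p = 0.55 with an estimated correlation), 6 at an unadjusted p under 0.05 and 0 when adjusted over the list alone, among them Pdk4 at -0.38, Cdkn1a at -0.59 and Errfi1 at -0.22. The list did not pass without AAV-Hep-control 2 (0.0538) or AAV-Hep-Glrx 1 (0.062). Ribosomal proteins of the small subunit were lower in 15 of 23 genes (median -0.10; adjusted p = 0.0304; adjusted p = 0.55 with an estimated correlation), with Rps15a at -0.81, Rps13 at -0.47, Rps14 at -0.63 and Rps26 at -0.37. Of the list's genes, 5 were lower at an unadjusted p under 0.05, and 3 passed when adjusted over the list alone and 0 over all genes. Many ribosomal protein genes have near-identical pseudogenes that can share probes, and the list did not pass without AAV-Hep-control 1 (0.0645) or AAV-Hep-Glrx 2 (0.0824). The median level of the list was 4.12, close to the median of all genes (3.929). Rps26 had means of only 1.72 in AAV-Hep-control and 1.35 in AAV-Hep-Glrx, so some of these probes may measure little above background. Bile acid genes did not pass by camera (19 of 30 higher, median 0.04, adjusted p = 0.127; 0.0439 by fgsea), with Cyp7a1, the rate-limiting enzyme of bile acid synthesis, at 1.02 (standard error 0.26) and Slco1a1 at 1.69 (standard error 0.56). Slco1a1 was highest in AAV-Hep-Glrx 2 (8.39), while AAV-Hep-Glrx 3 (5.874) lay below AAV-Hep-control 1 (5.879). With an array left out its log2 fold change was 1.04 to 2.3.

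Genes of fibrosis did not pass on these arrays. Of 48 genes of stellate cells and extracellular matrix, 26 had a higher and 22 a lower mean (median 0.02, adjusted p = 0.617), with the stellate cell marker Gfap at -0.25 and Pdgfrb at 0.22. Col1a1 had a log2 fold change of 0.01 (standard error 0.08), Col3a1 of 0.12 (standard error 0.09), Acta2 of -0.16 (standard error 0.13), Tgfb1 of 0.00 (standard error 0.09) and Ccn2, which the paper calls Ctgf, of -0.04 (standard error 0.17). The paper reports less collagen staining in these mice and lower collagen transcripts in the mice switched to chow, which are other measures or other mice. Apoptosis and Fas signaling had a median of 0.03 (22 of 33 higher, adjusted p = 0.488), with Fas at -0.12 (standard error 0.08), Bid at 0.31 and Bcl2 at -0.26. Lipogenesis had a median of 0.00 (17 higher and 17 lower, adjusted p = 0.747), with Srebf1 at 0.25 and Aacs at 0.41. Glutathione and NRF2 targets had a median of -0.01 (19 of 37 lower, adjusted p = 0.281 by camera and 0.0384 by fgsea), with 4 genes lower and 1 higher at an unadjusted p under 0.05. Of other genes the study names, Cebpb was at -0.31 (standard error 0.10; limma, adjusted p = 0.847), Il1b at -0.15, Il6 at 0.03 and Sirt1 at 0.02, none past the threshold.

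The fall of Zbtb16, a gene that glucocorticoids induce, is set beside 2 explanations. AAV-Hep-control 1 stood apart in clock genes, but its Zbtb16 value (6.84) was the lowest of the controls (7.21 and 7.33 in AAV-Hep-control 2 and 3). Leaving it out could therefore only enlarge the fall, to -2.27 from -2.12 over all pools. The fall thus did not come from that pool, while a clock difference between the groups as a whole was not tested. Lower glucocorticoid signaling in AAV-Hep-Glrx could lower Zbtb16 and Tat together and stays open, since the list of its targets missed 0.05 with an estimated correlation (p = 0.0696). Whether the fall lay in hepatocytes or in immune cells cannot be seen in whole liver, and hormone levels were not measured on the arrays.

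The lower B cell genes are a hypothesis about cell number or activity that these pools cannot settle. Without AAV-Hep-control 2, which was highest for B cell and plasma cell genes, the median was -0.16 instead of -0.24, and AAV-Hep-Glrx 3 then lay above both remaining control pools, so 1 pool rich in lymphocytes stays open as a source, although the list passed at the preset correlation without that pool (adjusted p = 0.000324) and without each other array, and T cell genes were highest in AAV-Hep-control 3 (0.08) and not in AAV-Hep-control 2 (0.04). A fall of leukocytes of every kind also stays open. The lower quartile of monocyte and macrophage genes was -0.13, above the median of the B cell genes, but the difference between the lists overlapped between the groups. Neutrophil genes (12 of 21 higher, median 0.04) and natural killer and innate lymphoid cell genes (13 of 26 higher, median 0.00) did not have a lower median, but neither list passed, and their pools are too few to exclude a small fall.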
